A study of Mus musculus with 4 samples. Its data were reported in "IFN-I-mediated neutropoiesis bias drives neutrophil priming and inflammatory comorbidities" (2025).

How the data were processed

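The deposited data comprise 1 matrix of single-nucleus multiome counts from mouse bone marrow HSPCs (lineage-negative, cKit-positive). The labels describe 4 samples in 4 groups, the RNA and the ATAC library of 1 control and of 1 ligature sample at day 14. Per the file headers and the methods of the authors, the values are raw counts from Cell Ranger ARC 2.0.0 on GRCm38 (mm10), without normalization, with UMIs for gene rows and ATAC counts for peak rows. The matrix held 32272 gene rows, 174339 peak rows and 18961 barcodes, called as nuclei by the pipeline before the filters of the study. Barcodes carried suffix 1 or 2, and since no label ties a suffix to a sample, the suffixes were treated as 2 libraries in no group. No comparison between ligature and control was made, and no mapping was inferred from values or order. Of the nonzero peak entries, 82.5% were even, as when both ends of a fragment fall in a peak, so Poisson intervals of ATAC counts were computed on pairs of counts. The annotation used here matched 99.8% of the gene IDs, and no peak lay past the end of its GRCm38 chromosome.

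Nuclei were kept with at least 200 genes and 1000 to 50000 ATAC counts in peaks. The matrix held 0 mitochondrial gene rows, so the limit of 25% mitochondrial UMIs removed nothing and its alternative says nothing about stability. Scrublet (scanpy 1.11.5) called 4 doublets, 0.0294% of kept nuclei, a rate too low to be credible, so it had not worked and its alternative says nothing about stability either. Removing nuclei with doublet scores in the top 8% per library was added as an alternative after the data were seen. It took out 848 kept nuclei, which is less than 8% of the kept nuclei, and left 5513 in library 1 and 7258 in library 2. RNA was log-normalized and reduced to 30 principal components, and ATAC to components 2 to 30 of latent semantic indexing. Both embeddings were corrected between libraries with anchors found in the RNA, a method that is not given in the sources used here. They were joined by weighted nearest neighbours with Louvain clustering at resolution 0.8 (Seurat 5.3.0, R 4.3.3). A correction between libraries can remove true differences as well as technical ones.

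Clusters were named from lists of markers for 15 classes that were fixed before the data were examined. A name needed at least 3 markers raised over the other nuclei by a log2 ratio of at least 1 with at least 10 counts, a mean log2 ratio of at least 1, at least 1 marker of that class among the 10 leading genes, and no other class with more markers there. The rule was completed after marker tables had been viewed. LSK-like nuclei were defined as stem-like and multipotent-like clusters and clusters next to them without markers of another class. Only the HSC-like cluster met this, so the ratio of HSC-like nuclei to their sum with the neighbouring unnamed cluster was added after the clusters were seen. Progenitors named by the study that had no marker list or no cluster here stayed unnamed.

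UMIs were summed per class and library and divided by the summed UMIs of all genes (CPM). Genes the study names and the class markers were set before the data were examined, together with a rule for the 3 largest and 3 smallest ratios per class of at least 200 nuclei in each library, among genes with at least 100 UMIs in one library and 20 in the other. Log2 ratios used a pseudocount of 1 CPM. Gene lists were restricted to genes with a mean of at least 1 CPM, and each median was placed among 10000 random lists matched in 20 bins of mean expression. The interferon list held 31 genes, the S phase list 43, the G2/M list 54, the neutrophil list 6 and the monocyte list 3, the last pair picked by the study from these libraries. Phases were called with cyclone (scran 1.30.0) after thinning each nucleus to 1000 UMIs. RNA-only and ATAC-only clusters were compared by the adjusted Rand index. Promoters were 1 kb each side of the start, and markers were counted when a promoter had at least 20 counts. Consensus motifs, 11 in number, were searched in the 174282 peaks with sequence, and counts were compared with 50 background peak sets matched in 10 bins each of GC content and mean count. Ribosomal and mitochondrial sequence was searched in the genome with BLAST 2.17.0, with at least 100 bp at 90% identity.

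With 1 sample per group and libraries in no group, no test, p-value or count of changed genes was computed. The filters left 13619 nuclei in total. Shares carry exact Clopper-Pearson 95% intervals, and CPM carry exact Poisson intervals. Percentiles carry the error of the random draws alone. The gene list percentile was tested on simulated data of 32272 genes: of 40 lists raised 1.5-fold, 100% lay above the central 95% of random lists, and of 40 unchanged lists, 2.5% lay outside it. The simulated lists held 28 genes at the depth of whole libraries, with counting error alone. These rates do not carry over to the lists of 3 and 6 genes or to single classes. The motif deviation was tested on simulated peaks with a known log2 difference of 0.34, of which 0.33 was recovered, and -0.01 for an unchanged motif. Its target was corrected after the first recovered value had been seen, because raised peaks also raise the total. Alternatives fixed before the data were examined covered the quality limits, doublets, clustering, scaling, gene minimums, lists, promoters, loci and motif backgrounds. Limits on halved ATAC counts, removal of top doublet scores, the ratio of HSC-like nuclei to their sum with the neighbouring cluster, leaving out the ribosomal locus genes or Camk1d, and thinning UMIs outside the locus were chosen after seeing the data. The subclusters of GMPs, trajectories and gene ontology terms were not analysed here. Values of 1 of the genes set in advance are not reported here.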

Results

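Bone marrow cells of mice that were negative for lineage markers and positive for cKit, a population of hematopoietic stem and progenitor cells (HSPCs), were profiled by single-nucleus multiome sequencing. This assay counts RNA molecules as unique molecular identifiers (UMIs) and transposase insertions in open chromatin (ATAC) in the same nucleus. The labels gave 1 unligated control (Ctrl) and 1 ligature (Lig) sample at day 14, each with an RNA and an ATAC library, so each of the 4 label groups held 1 sample and there were no replicates. The deposited matrix pooled the nuclei of both samples under barcode suffixes 1 and 2, and no label tied a suffix to a sample. They are called library 1 and library 2 below, belong to no group, and no difference between them was attributed to ligature. After filtering, library 1 held 10294527 UMIs and 118239764 ATAC counts in peaks, and library 2 held 12537328 UMIs and 128699726 ATAC counts. All intervals are 95% intervals that cover counting error only, not the variation between mice. They were exact binomial for shares and exact Poisson for CPM, the counts scaled by the total of the class or library.

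The first question was how many nuclei passed limits on genes and ATAC counts. The gene minimum was that of the study, whereas its limits on ATAC fragments were applied to ATAC counts in peaks, of which a fragment can give 2. In library 1, 5905 of 8762 barcodes passed, and in library 2, 7714 of 10199 barcodes passed. The median nucleus held 1641 UMIs, 636 genes and 19471 ATAC counts in library 1, and 1516.5 UMIs, 410 genes and 16284 ATAC counts in library 2. With the limits on halved ATAC counts, 5909 and 7383 nuclei passed. The alternative that moved these counts most was a minimum of 500 in place of 200 genes, which left 4169 nuclei in library 1 and 1988 in library 2.

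Class shares address which progenitor populations expand or shrink. Joint clustering of RNA and ATAC gave 19 clusters, of which 12 received a name under the marker rule and formed 11 classes. The suffix "-like" marks that a class was named from marker UMIs alone. The remaining 7 clusters, with 49.5% of the nuclei of library 1 and 60.4% of library 2, stayed unnamed. Shares are of sorted cells, so the sort limits them, and since the classes were rebuilt from markers, differences from the study may come from the names. The leading genes were Ebf1 and Pax5 or Igll1 in the pro-B-like clusters, Ctsg and Elane in the GMP-like, Ltf, Ngp, Lcn2 and the immune gene Slfn4 in the NeuP-like, Mecom and Hlf in the HSC-like and Car1 and Ank1 in the EryP-like cluster. They were Siglech in the pDCP-like, Vwf and Itga2b in the MkP-like, Mcpt8 and Prss34 in the BaP-like, Il2rb in the pro-NK/T-like, Cd74 in the cDCP-like and Ccr2 and Fn1 in the cMoP-like cluster. Among the unnamed clusters, cluster 4 raised multipotent progenitor markers and held 7.43% and 6.87% of the libraries, and cluster 13 raised B cell markers and held 3.25% and 1.06%. Cluster 18, led by ribosomal protein genes, drew 76.9% of its nuclei from library 1. Progenitor B cell-like (pro-B-like) nuclei made up 17.7% of library 1 (16.8 to 18.7%) and 6.72% of library 2 (6.17 to 7.30%). Granulocyte-monocyte progenitor-like (GMP-like) nuclei made up 5.39% (4.82 to 5.99%) and 8.30% (7.69 to 8.93%), respectively. Neutrophil progenitor-like (NeuP-like) nuclei made up 3.03% (2.61 to 3.50%) and 3.85% (3.43 to 4.30%), and hematopoietic stem cell-like (HSC-like) nuclei 4.45% (3.94 to 5.01%) and 4.67% (4.21 to 5.16%). Erythrocyte progenitor-like (EryP-like) nuclei held 5.62% of library 1 and 4.17% of library 2, and plasmacytoid dendritic cell progenitor-like (pDCP-like) nuclei 5.77% and 3.81%. Megakaryocyte progenitor-like (MkP-like) nuclei held 2.40% and 2.502%, and basophil progenitor-like (BaP-like) nuclei 1.998% and 1.97%. Progenitor NK or T cell-like (pro-NK/T-like) nuclei held 1.86% and 1.15%, conventional dendritic cell progenitor-like (cDCP-like) nuclei 1.15% and 1.296%, and monocyte progenitor-like (cMoP-like) nuclei 1.10% and 1.13%. The intervals of the libraries did not overlap for the pro-B-like, GMP-like, pDCP-like, EryP-like and pro-NK/T-like shares. The alternative that moved a share most was a clustering resolution of 0.4 in place of 0.8, under which GMP-like nuclei made up 22.9% and 30.5%. Without correction between libraries, the GMP-like share was 0.965% in library 1 and 9.48% in library 2. The marker Ctsg was itself 4.27-fold higher in GMP-like nuclei of library 2, and Pax5 and Hlf had ratios of 0.274 and 0.223 in pro-B-like and HSC-like nuclei. Genes that define these 3 classes thus differed between the libraries, and no order of the libraries was read from the shares. The pro-B-like share lay between 17.7% and 18.4% in library 1 and between 6.56% and 7.07% in library 2 under each alternative.

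**Figure D1:**
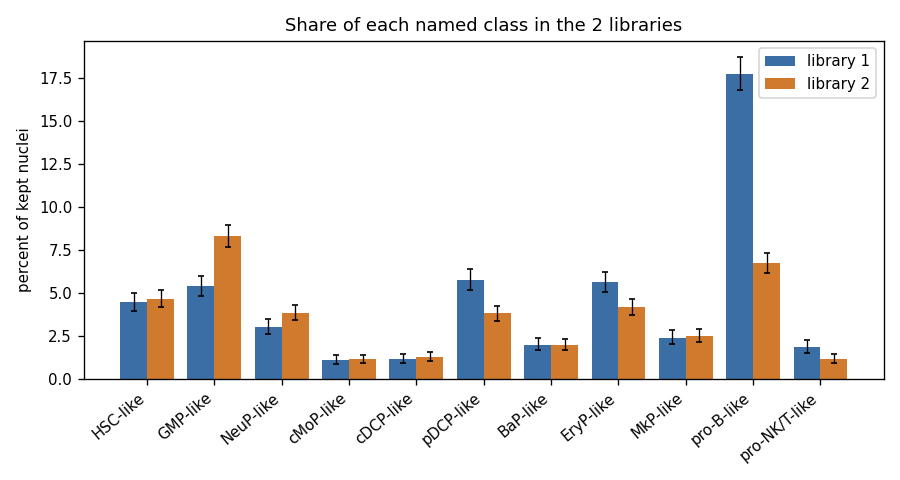
Share of kept nuclei (percent, vertical axis) in each of the 11 named classes for library 1 and library 2, with exact 95% binomial intervals as error bars. The pro-B-like share was 17.7% in library 1 and 6.72% in library 2, and the shares of HSC-like, MkP-like and BaP-like nuclei had overlapping intervals.

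The study asks how the stem and multipotent cells that carry Sca1 (LSK cells) are composed. Under the rule set for LSK-like nuclei, this set consisted of the HSC-like cluster alone, with 263 nuclei in library 1 and 360 in library 2, so planned shares of multipotent subsets within it had no value. As a substitute chosen after the clusters were seen, HSC-like nuclei were set against the sum of HSC-like nuclei and the unnamed cluster next to them, which raised markers of lymphoid-primed multipotent progenitors but also led with markers of other classes. The HSC-like part was 37.5% in library 1 (33.9 to 41.2%) and 40.4% in library 2 (37.2 to 43.8%), a difference within the intervals. Without correction between libraries, the part in library 2 was 45.4%.

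The share of cycling LSK cells was addressed with phase calls by cyclone after each nucleus was thinned to 1000 UMIs. Of 223 LSK-like nuclei in library 1, 73.1% were called G1 (66.8 to 78.8%), 15.7% S (11.2 to 21.1%) and 11.2% G2/M (7.39 to 16.1%). Of 276 LSK-like nuclei in library 2, 68.5% were called G1 (62.6 to 73.9%), 17.03% S (12.8 to 22.0%) and 14.5% G2/M (10.6 to 19.2%). A further 40 and 84 nuclei, respectively, held fewer UMIs and were left out. Each difference between the libraries was within the intervals and not detectable at this depth. Unthinned UMIs moved the calls most, to 79.8% G1 and 6.46% G2/M in library 1. The median LSK-like nucleus held 32 UMIs of the 665 genes that cyclone reads in library 1 and 21 in library 2, and free RNA was not removed, so no cycling was read from the calls.

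The gene with the most UMIs in both libraries was Gm42418 (ENSMUSG00000098178), annotated as a lincRNA on chromosome 17 from 39846958 to 39848788 of GRCm38, within the span of the 18S ribosomal RNA locus. It held 40.4% of UMIs in library 1 and 50.2% in library 2. With Gm26917 and AY036118, the other annotated genes at this locus, it held 43.0% and 53.2%. A larger share at 1 gene lowers the CPM of the others. The median gene with a mean of at least 1 CPM had a log2 ratio of library 2 over library 1 of -0.52 over all nuclei. With the genes at the ribosomal locus left out, this shift was -0.25, so their share did not account for all of it. Genes outside the locus with large shares also held more UMIs in library 2, such as Gm20594 (4.13% and 5.91%) and Cmss1 (3.08% and 4.40%). Malat1 (0.494% and 0.353%) and Ptma (0.182% and 0.180%) held less. The remaining shift was therefore not read as a fall in expression. Medians of gene lists are given relative to the shift of the same population, which was -0.57 in HSC-like and -0.56 in GMP-like nuclei. The GMP-like shift equalled the log2 ratio of a gene with 1 UMI in each library, so depth and the pseudocount set it. Over genes with at least 20 UMIs in each library, the log2 of the median CPM ratio was -0.72 in GMP-like nuclei. Ratios of single genes are plain CPM ratios.

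The expression of genes that the study names was compared between the libraries to describe them gene by gene. Of 26 such genes, 24 had at least 20 UMIs in each library. Over all nuclei, 10 had higher and 14 had lower CPM in library 2, whereas 17 lay above and 7 below the shift of all genes. The smallest ratio was that of Foxo1 (ENSMUSG00000044167), with 77.1 CPM (794 UMIs) in library 1 and 14.3 CPM (179 UMIs) in library 2. Its log2 ratio was -2.35, or -1.83 relative to the shift. Tcf12 and Runx1 followed with log2 ratios of -1.46 and -1.11. Camk1d (ENSMUSG00000039145), a protein kinase gene on chromosome 2 from 5293457 to 5714515, had 8442 CPM in GMP-like nuclei of library 1 (8200 to 8689) and 20531 CPM in those of library 2 (20262 to 20802). Leaving out the genes at the ribosomal locus moved this value most, to 14630 and 40967 CPM. The neutrophil granule gene Mpo (ENSMUSG00000009350) had 2724 CPM (2587 to 2866) and 3619 CPM (3507 to 3734) in GMP-like nuclei, and the monocyte gene F13a1 (ENSMUSG00000039109) had 91.5 CPM (67.9 to 121) and 131 CPM (110 to 155). Cebpa (ENSMUSG00000034957) had 4 and 7 UMIs in GMP-like nuclei, and Rarg (ENSMUSG00000001288) had 2 and 3 UMIs in HSC-like nuclei, too few for a comparison. In NeuP-like nuclei, S100a8 (ENSMUSG00000056054) had 3970 CPM (3704 to 4250) and 4357 CPM (4161 to 4559), whereas Cebpe (ENSMUSG00000052435) had 33.6 CPM (13.5 to 69.1) and 18.6 CPM (8.04 to 36.7). There, Camk1d had 9071 CPM (8667 to 9489) and 16495 CPM (16113 to 16884), Mpo 403 CPM (321 to 499) and 720 CPM (642 to 804), Prtn3 (ENSMUSG00000057729) 292 CPM (224 to 376) and 438 CPM (377 to 505) and Elane (ENSMUSG00000020125) 105 CPM (66.1 to 160) and 170 CPM (133 to 214). Ifitm1 (ENSMUSG00000025491) had the largest ratio of the 24 genes over all nuclei, with 9.42 CPM (7.64 to 11.5; 97 UMIs) in library 1 and 27.3 CPM (24.5 to 30.3; 342 UMIs) in library 2, a log2 ratio of 1.44, or 1.96 relative to the shift. In GMP-like nuclei, it had 1.83 CPM (0.0464 to 10.2; 1 UMI) and 27.7 CPM (18.7 to 39.6; 30 UMIs). In HSC-like nuclei, it had 47.2 CPM (28.9 to 73.0) and 42.4 CPM (26.2 to 64.8), with overlapping intervals.

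Gene lists for the type I interferon response, cell cycle, neutrophils and monocytes were compared between the libraries because the study asks about these programs. Each list's median log2 ratio was placed among 10000 random lists of genes matched on mean expression, as a percentile. Over all nuclei, the interferon list, with 28 genes counted, lay at percentile 5.91, with a median of -0.08 relative to the shift. It lay at percentile 34.2 with a minimum mean of 10 CPM, the alternative that moved it most. The S phase list lay at percentile 94.9 (-0.01), the G2/M list at 42.3 (-0.16), the neutrophil list at 100 (1.38) and the monocyte list at 88.9 (0.15). In HSC-like nuclei, the interferon list lay at percentile 42.4 (-0.13), the S phase list at 99.99 (0.37), the G2/M list at 99.58 (0.26), the neutrophil list at 100 (1.32) and the monocyte list at 98.2 (0.78). In GMP-like nuclei, the interferon list lay at percentile 29.8 (0), the S phase list at 98.84 (0.23), the G2/M list at 98.84 (0.25), the neutrophil list at 100 (1.63) and the monocyte list at 80.6 (0.30). The interferon median there equalled the shift because both fell on the value of genes with 1 UMI in each library. It was therefore not read as following the shift, and under median-of-ratios scaling it was -0.23 relative to the shift. The S phase and G2/M medians in HSC-like and GMP-like nuclei were below 0 as plain CPM ratios, from -0.32 to -0.20, and above 0 under median-of-ratios scaling, from 0.33 to 0.42, as this moves all genes of a population alike. The counting intervals of the G2/M median in HSC-like nuclei (-0.04 to 0.38 relative to the shift), of each interferon median, of the S phase and monocyte medians over all nuclei and of the monocyte median in GMP-like nuclei included the shift. Over all nuclei this depended on the setting. The interferon interval excluded the shift under median-of-ratios scaling (-0.25 to -0.0058) and without the ribosomal locus (-0.29 to -0.032), and the monocyte interval did so under median-of-ratios scaling (0.036 to 0.36) and with a minimum mean of 10 CPM (0.12 to 0.43). With that minimum, the S phase interval excluded it (0.080 to 0.18) and the G2/M interval included it (-0.098 to 0.019). All 6 genes of the neutrophil list, which included Camk1d, had higher CPM in library 2 in all 3 populations. S100a8 and S100a9 were higher in library 2 also in EryP-like, MkP-like, pro-B-like and pro-NK/T-like nuclei, which should lack them. These ratios were therefore not read as expression in the class. With the top 8% of doublet scores removed, the neutrophil medians were 1.38, 1.32 and 1.62, which goes against nuclei with high doublet scores as their source.

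**Figure D2:**
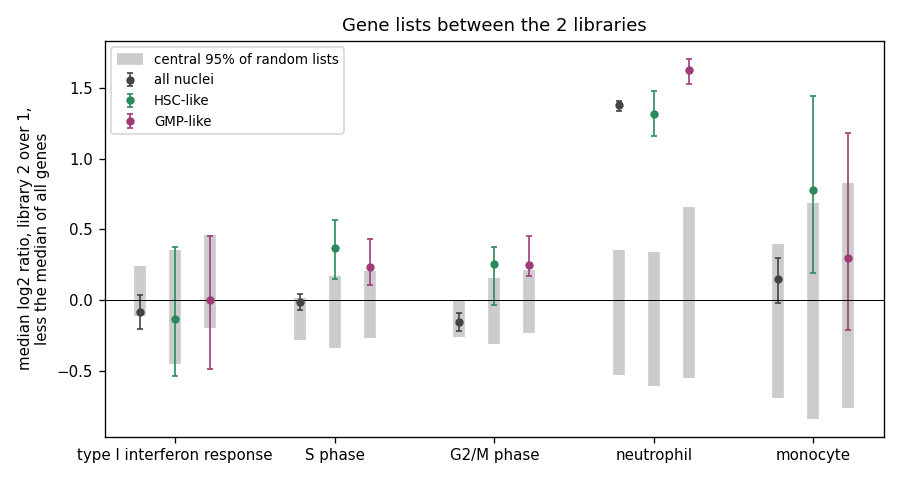
Median log2 ratio of library 2 over library 1 for 5 gene lists, less the median of all genes (vertical axis), in all nuclei, HSC-like and GMP-like nuclei. Points carry 95% intervals of Poisson draws, and grey bars give the central 95% of 10000 matched random lists. The neutrophil list lay above the random lists in the 3 populations, at 1.38, 1.32 and 1.63.

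By the rule set for named genes, the 3 largest and 3 smallest ratios were taken in each of the 9 populations with at least 200 nuclei in each library, 4 of them unnamed clusters. S100a9 (ENSMUSG00000056071) was among the 3 largest in 6 of the 9 populations, and Camk1d and Gm15564 (ENSMUSG00000086324) in 4 each. Apba1 (ENSMUSG00000024897) was among the 3 smallest in 3. The class markers Hlf in HSC-like, Pax5 in pro-B-like and Ctsg in GMP-like nuclei were also among these extremes. The plain CPM log2 ratio was -2.16 for Hlf, -1.87 for Pax5 and 2.09 for Ctsg, and after median-of-ratios scaling -1.51, -1.28 and 2.81.

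Whether GMPs lean to the neutrophil or the monocyte side was addressed with the summed UMIs of the 2 lists in GMP-like nuclei. The neutrophil list held 98.9% of the summed UMIs in library 1 (98.6 to 99.1%) and 99.4% in library 2 (99.3 to 99.4%). EryP-like nuclei, which should lack both programs, gave 98.9% and 99.4% as well, whereas pro-B-like nuclei gave 98.1% (97.9 to 98.3%) and 98.9% (98.7 to 99.0%) and cMoP-like nuclei 90.3% and 96.8%. The median depth was 1583.5 UMIs in GMP-like and 1464.5 UMIs in EryP-like nuclei. Camk1d held 66.2% of the neutrophil list UMIs in GMP-like nuclei of library 1 and 76.2% in library 2. Without Camk1d, the share fell to 96.8% and 97.4% in GMP-like nuclei and to 87.2% and 92.0% in EryP-like, 77.6% and 87.5% in pro-B-like and 40.4% and 67.9% in cMoP-like nuclei. The share with Camk1d in GMP-like nuclei equalled that of EryP-like nuclei and lay above that of pro-B-like nuclei. As these 2 classes, which should lack both programs, gave over 98%, it was not read as a lean to either side. Outside the ribosomal locus, Camk1d in the higher of GMP-like and NeuP-like nuclei exceeded the highest of EryP-like, pro-B-like and pro-NK/T-like nuclei 1.49-fold with the libraries pooled, whereas Mpo did so 5.72-fold and S100a8 45.1-fold. Within library 1 and library 2, the folds were 1.28 and 1.23 for Camk1d, 6.29 and 4.30 for Mpo and 52.2 and 33.9 for S100a8.

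**Figure D3:**
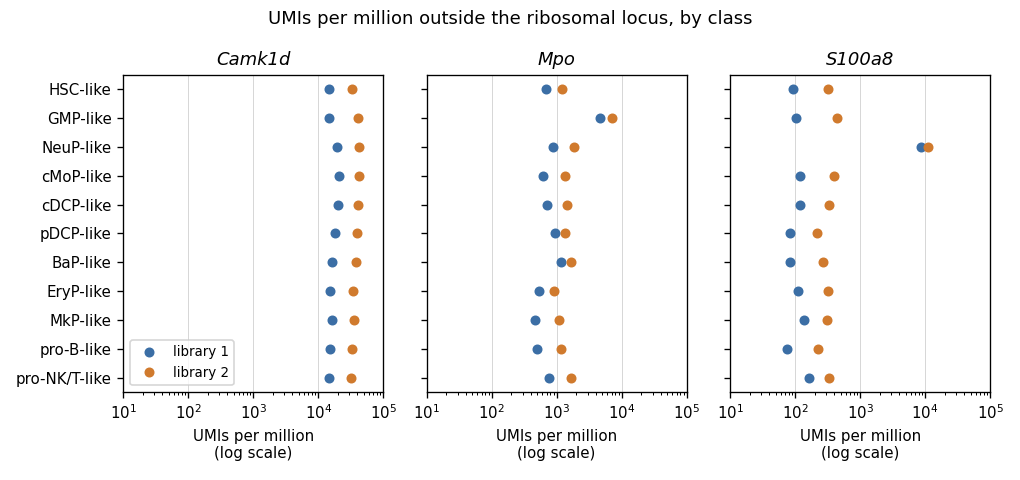
CPM outside the ribosomal locus (horizontal log axes) of Camk1d, Mpo and S100a8 in the 11 named classes, with a point per library. Camk1d was alike across classes, whereas Mpo peaked in GMP-like and S100a8 in NeuP-like nuclei.

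Concordance of the modalities was addressed by clustering the nuclei on the RNA embedding and on the ATAC embedding. Both had been corrected between libraries with anchors found in the RNA, so the 2 clusterings were not independent. The adjusted Rand index of these clusterings, which is 1 for identical groupings and near 0 by chance, was 0.361 in library 1 and 0.212 in library 2. A resolution of 0.4 moved it most, to 0.455 and 0.312. Without correction, where the ATAC clusters used no RNA, the index was 0.311 in library 1 and 0.243 in library 2. Of 59 class markers with promoter counts, 42 (71.2%, 57.9 to 82.2%) had their most accessible promoter in their own RNA-only class in library 1, and 41 (69.5%, 56.1 to 80.8%) in library 2, where 12.5% are given by chance. With promoters of 5 kb each side, the shares were 76.9% and 75.4%. Across genes in all nuclei, RNA and promoter CPM had a Spearman rho of 0.691 in library 1 and 0.682 in library 2, and genes are not independent replicates. These were 2 relations in 1 family, given without a test.

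Accessibility in LSK-like nuclei was measured at interferon loci because the study asks about interferon signalling in LSK cells. It is given as the CPM of ATAC counts in peaks over the gene body and 2 kb upstream, with positions in GRCm38. At Ifitm1 (chromosome 7, 140967221 to 140969825), LSK-like nuclei had 9.11 CPM in library 1 (5.56 to 14.1) and 13.7 CPM in library 2 (9.22 to 19.0). At Ifna1 (ENSMUSG00000095498, chromosome 4, 88850087 to 88850656), they had 2.504 CPM (1.003 to 5.95) and 3.37 CPM (1.45 to 6.64). At Ifnar1 (ENSMUSG00000022967, chromosome 16, 91485238 to 91507441), they had 75.4 CPM (64.5 to 88.0) and 65.7 CPM (55.8 to 76.8). In LSK-like nuclei, the intervals overlapped at these 3 loci, so no difference was detectable there at this depth. Cutting counts to 0 or 1 per nucleus and peak moved a value most, with Ifnar1 at 53.9 and 55.2 CPM, an order of the libraries opposite to that above. Over all nuclei, Ifitm1 had 6.60 CPM (5.96 to 7.29) in library 1 and 8.38 CPM (7.70 to 9.13) in library 2. Ifnar1 had 66.7 CPM (64.6 to 68.8) and 60.7 CPM (58.8 to 62.6), and the Ifna1 intervals overlapped. With counts cut, the Ifitm1 intervals over all nuclei stayed apart and those of Ifnar1 overlapped. Class shares differed between the libraries, so these values do not speak for LSK-like nuclei.

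Motif accessibility addresses which transcription factors act in a class. Deviations of counts in peaks with a consensus motif, as log2 over matched background peaks, were computed for 11 motifs in the 8 classes of the RNA-only clusters and taken with a range of 2 standard deviations (SD) of the background sets. Of the 88 pairs, 5 were chosen for known lineage factors and interferon. The EBF motif in pro-B-like nuclei had 0.36 (0.33 to 0.39) in library 1 and 0.33 (0.31 to 0.36) in library 2. GATA in EryP-like nuclei had 0.10 (0.097 to 0.11) and 0.092 (0.086 to 0.098), and CEBP in NeuP-like nuclei had 0.078 (0.067 to 0.088) and 0.066 (0.058 to 0.073). CEBP in GMP-like nuclei had 0.053 (0.048 to 0.059) and 0.054 (0.049 to 0.059). The interferon-stimulated response element (ISRE) in HSC-like nuclei had 0.019 (0.010 to 0.027) and 0.010 (0.0025 to 0.018). The short CEBP and GATA motifs lay in 87993 and 91437 of the 174282 peaks, so the sizes of deviations were not compared between motifs. Restricting the peaks to those over 2 kb from a start moved a value most, with EBF at 0.59 and 0.53. Recognition sites of nuclear receptors, the family of Rarg and Nr2f6 that the study points to, were added to these after the values were seen. As direct repeats spaced by 1 base (DR1), they had -0.022 (-0.064 to 0.021) and -0.038 (-0.068 to -0.0072) in HSC-like nuclei, and 0.13 (-0.022 to 0.28) and 0.14 (0.034 to 0.24) in NeuP-like nuclei. Spaced by 5 bases (DR5), they had 0.0096 (-0.066 to 0.085) and 0.012 (-0.074 to 0.099) in HSC-like nuclei, and 0.22 (-0.064 to 0.502) and 0.18 (-0.019 to 0.37) in NeuP-like nuclei. DR5 had 0.25 (0.081 to 0.42) and 0.29 (0.12 to 0.47) in cDCP-like nuclei and 0.21 (-0.013 to 0.43) and 0.074 (-0.14 to 0.28) in pro-NK/T-like nuclei, and DR1 had 0.12 (0.019 to 0.22) and 0.074 (-0.011 to 0.16) in cDCP-like nuclei and 0.052 (-0.051 to 0.16) and 0.0017 (-0.13 to 0.13) in pro-NK/T-like nuclei. With matched background, only DR5 in cDCP-like nuclei had ranges above 0 in both libraries. Without matched background, DR5 in NeuP-like nuclei fell to -0.0024 and 0.057. DR1 there rose to 0.18 and 0.17, with background SD of 0.075 and 0.053. With matched background, its range in library 1 included 0. For NeuP-like nuclei, no rise was therefore read for DR5, and a rise of DR1 stays open. These motifs lay in 582 and 236 peaks, which limits the precision. The ranges of the libraries overlapped for each of the pairs above and for 84 of the 88 pairs. The 4 others, also named after their values were seen, were ETS in GMP-like nuclei at 0.094 and 0.066, and the E-box in GMP-like nuclei at -0.017 and -0.031, in HSC-like nuclei at 0.012 and 0.0015 and in cDCP-like nuclei at 0.0056 and -0.032. Each was higher in library 1.

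**Figure D4:**
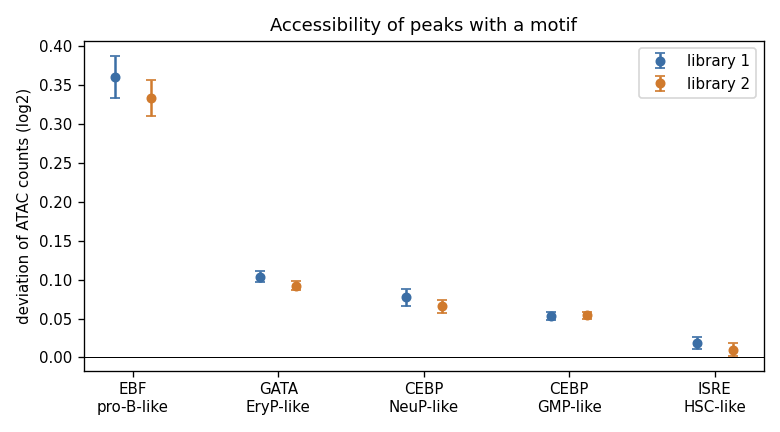
Deviation of ATAC counts in peaks with a motif (log2, vertical axis) for 5 motif and class pairs in library 1 and library 2, with bars of 2 SD of the matched background sets. EBF in pro-B-like nuclei had 0.36 and 0.33, and the other pairs lay between 0.010 and 0.10. CEBP and GATA lay in 87993 and 91437 of the 174282 peaks, so sizes are not compared between motifs.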

Values the study reported

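The study reported that 13,527 nuclei passed its quality control. It grouped them into 16 clusters at a resolution of 0.8.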

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

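The tests below were chosen before their results were seen, although the reading of the neutrophil test was made stricter afterwards, as stated there. Barcodes that met the ATAC limits and failed only the minimum of 200 genes, 1904 in library 1 and 1747 in library 2, entered no comparison. They were compared with kept nuclei of the same library in the 11 named classes, by the share of ATAC counts in class peaks and by class marker UMIs outside the ribosomal locus. Of 22 class and library pairs, 10 exceeded the kept nuclei beyond counting error in ATAC and 6 in RNA. Those with the largest excess in each library and modality are given here, with kept nuclei as the comparison because no control library could be named. In ATAC these were EryP-like peaks, with 0.440% of counts in library 1 (kept nuclei 0.0951%) and 0.165% in library 2 (kept nuclei 0.0752%). In RNA these were BaP-like markers in library 1, with 251 CPM (kept nuclei 94.8 CPM), and NeuP-like markers in library 2, with 7779 CPM (kept nuclei 1879 CPM).

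A technical explanation was droplets that hold free RNA and DNA alone. It requires ATAC shares like those of pooled kept nuclei, if free DNA comes from the classes in their pooled proportions. The largest fold between excluded and kept shares was 4.62, while 18 of the 22 pairs lay within 1.5-fold. The profile of free DNA was not measured, so such droplets and nuclei with few genes cannot be told apart. The excluded barcodes had a median of 347.5 UMIs and 3310 ATAC counts in library 1 and 541 UMIs and 3252 ATAC counts in library 2, so low depth applies to all of them.

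Neutrophil precursor nuclei with few genes may contribute. The share of ATAC counts in NeuP-like peaks was 1.10 times that of kept nuclei in library 1 and 1.81 times in library 2, and NeuP-like marker UMIs were 2.37 and 4.14 times those of kept nuclei. This met the test as first written, but EryP-like peaks rose more in both libraries, 4.62 and 2.19 times. With this stricter reading, adopted after the values were seen, neutrophil precursors and a mixture of other nuclei cannot be told apart. Erythroid precursor nuclei may contribute as well. Their marker UMIs were 1.79 times those of kept nuclei in library 1 and 1.28 times in library 2, where the intervals overlapped, so at this depth erythroid precursors cannot be told apart from another source of EryP-like ATAC counts. No explanation was tested for the BaP-like markers, which rested on 71 UMIs. A difference between control and ligature stays open as untested, because the libraries are in no group.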

How the results depend on the processing

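Removal of top doublet scores, leaving out the genes at the ribosomal locus or Camk1d alone, thinning UMIs outside the locus, halved ATAC counts and the part of HSC-like nuclei beside their neighbours were chosen after seeing the data. No paired analysis was possible because no label ties a library to a sample and there is 1 library of each. Over 187 results, 760 alternative values were computed, of which 552 stayed inside the counting interval of the reported value (counts within 1.5 times), 208 moved outside it and 0 reversed a sign whose interval excluded 0. The alternatives that removed Scrublet doublets or lowered the mitochondrial limit changed almost nothing by construction and say nothing about stability. Where values moved, the cause was not tested unless stated.

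A minimum of 500 genes left 1988 nuclei of library 2, by construction fewer than with 200. No ATAC limits and halved ATAC counts kept both counts within 1.5 times.

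Class shares stayed inside their intervals in 99 of 126 values. Without correction between libraries, the moved shares in library 1 were GMP-like 0.965%, pDCP-like 0.847% and MkP-like 1.74%, and in library 2 HSC-like 5.17%, GMP-like 9.48% and pDCP-like 0.389%. A class like common lymphoid progenitors appeared under this setting alone, with 6.99% and 6.22%. At resolution 0.4, the moved shares in library 1 were HSC-like 15.5%, GMP-like 22.9%, pDCP-like 6.69% and EryP-like 7.01%, and in library 2 HSC-like 16.1%, GMP-like 30.5% and pDCP-like 4.50%. At resolution 1.2, they were HSC-like 5.10% and pDCP-like 1.07% in library 1, and GMP-like 7.69% and pDCP-like 0.441% in library 2. In RNA-only clusters, they were HSC-like 17.8%, GMP-like 10.7%, cDCP-like 3.05%, EryP-like 7.67% and MkP-like 1.96% in library 1, and HSC-like 17.8%, GMP-like 15.6%, cDCP-like 1.98%, EryP-like 5.99% and MkP-like 2.13% in library 2. Fewer or more clusters change class boundaries by construction. RNA-only clusters gave no BaP-like, cMoP-like or pDCP-like class. The HSC-like part beside its neighbours moved to 45.4% in library 2 without correction and had no value at resolution 0.4 or in RNA-only clusters.

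Phase shares moved with unthinned UMIs to 79.8% G1 and 6.46% G2/M in library 1 and 75.3% G1 in library 2, and stayed inside their intervals in the other 21 of 24 values. The adjusted Rand index moved to 0.455 and 0.312 at resolution 0.4, and to 0.311 and 0.243 without correction.

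Gene list percentiles carry only the error of random draws, so small shifts count as moved, and 45 of 75 did so, whereas 70 of 75 medians relative to the shift stayed inside their counting intervals. Of these, 14 came from median-of-ratios scaling, 15 from leaving out the ribosomal locus and 15 from removing Scrublet doublets. The first 2 settings scale all remaining genes alike and the third removed 4 nuclei. Such medians were nearly bound to stay, so they say little about stability. The neutrophil list was at percentile 100 in each population under each alternative. Under median-of-ratios scaling, percentiles over all nuclei were interferon 4.6, S phase 92.9, G2/M 31.8 and monocyte 88.1, in HSC-like nuclei interferon 40.7 and G2/M 99.27, and in GMP-like nuclei interferon 31.8, S phase 98.5, G2/M 98.5 and monocyte 76.3, and the neutrophil median over all nuclei was 1.45. With a minimum mean of 10 CPM, which leaves fewer genes, percentiles over all nuclei were interferon 34.2, S phase 98.99, G2/M 34.0 and monocyte 86.1, in HSC-like nuclei interferon 40.8, S phase 100 and G2/M 97.4, and in GMP-like nuclei interferon 38.4, S phase 99.5, G2/M 98.4 and monocyte 86.7. Medians relative to the shift then moved over all nuclei to 0.15 for S phase, -0.051 for G2/M and 1.52 for neutrophil, and in HSC-like nuclei to 0.61 for S phase. With top doublet scores removed, percentiles over all nuclei were interferon 5.4, S phase 96.7, G2/M 33.9 and monocyte 86.5, in HSC-like nuclei interferon 59.9, S phase 100, G2/M 99.92 and monocyte 99.5, and in GMP-like nuclei interferon 32.7, S phase 99.26, G2/M 99.9 and monocyte 82.0. With the genes at the ribosomal locus left out, percentiles over all nuclei were interferon 5.13, G2/M 29.7 and monocyte 84.4, in HSC-like nuclei interferon 38.4, G2/M 99.1 and monocyte 98.5, and in GMP-like nuclei interferon 17.4, S phase 98.6, G2/M 99.4 and monocyte 77.1. With Scrublet doublets removed, 4 nuclei in all, G2/M over all nuclei was at 40.9 and interferon in HSC-like nuclei at 40.7.

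Of the values of named genes, 59 of 88 stayed, and of the largest and smallest ratios, 157 of 216 did. Their signs were nearly fixed by the choice of extremes and say nothing about stability. Median-of-ratios scaling moved 47 of the 54 ratios because it removes the shift of all genes. Ifitm1 over all nuclei moved to 7.57 and 33.9 CPM under median-of-ratios scaling, which moves all genes alike. Leaving out the ribosomal locus raised all CPM by construction. Leaving out Camk1d moved the neutrophil share of GMP-like nuclei to 96.8% and 97.4%, whereas leaving out Camk1d with F13a1 did not move it.

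Spearman's rho across genes moved to 0.692 in library 1 with promoters of 2 kb each side, and to 0.668 and 0.657 with 5 kb. ATAC counts at Ifnar1 moved to 53.9 and 55.2 CPM with counts cut to 0 or 1 per nucleus and peak. There the order of the libraries at Ifnar1 flipped, with overlapping intervals. Without matched background, motif deviations moved to 0.090 and 0.088 for CEBP in GMP-like, 0.020 and 0.038 for CEBP in NeuP-like, 0.061 and 0.066 for GATA in EryP-like, 0.39 and 0.36 for EBF in pro-B-like and 0.032 and 0.023 for ISRE in HSC-like nuclei, and also to 0.13 and 0.10 for ETS in GMP-like nuclei, -0.0071 and -0.046 for the E-box in cDCP-like and 0.0070 for the E-box in HSC-like nuclei of library 2. With peaks over 2 kb from a start, they moved to 0.068 and 0.074 for CEBP in GMP-like, 0.11 and 0.093 for CEBP in NeuP-like, 0.13 and 0.12 for GATA in EryP-like and 0.59 and 0.53 for EBF in pro-B-like nuclei, and also to 0.11 for ETS in GMP-like nuclei of library 1, -0.025 and -0.041 for the E-box in GMP-like nuclei and -0.047 for the E-box in cDCP-like nuclei of library 2. The order of the libraries flipped for CEBP in GMP-like and NeuP-like and GATA in EryP-like nuclei and for DR1 and DR5 in NeuP-like nuclei without matched background, and for DR1 in NeuP-like and pro-NK/T-like nuclei with peaks over 2 kb from a start. The nuclear receptor motifs stayed inside their ranges in all settings.

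Depth limits the counts of transcription factor genes: Rarg had 24 and 29 UMIs over all nuclei, Cebpa 57 and 59, and Ifna1 had 0. For Ifna1, a floor of 3 UMIs stands for 0.291 CPM in library 1 and 0.239 CPM in library 2. This floor is not the upper end of the exact interval used elsewhere, which lies higher.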

Other observations

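In this part, the tests of the class makeup behind Gm42418, of the 12 genes with the largest UMI shares, of free neutrophil RNA and of nuclei with high doublet scores were chosen only after the result was seen.

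Camk1d, which the study uses as a neutrophil gene, had UMIs in each named class of both libraries. Neutrophil lineage expression would need at least 4-fold more in GMP-like or NeuP-like nuclei than in erythroid and lymphoid classes, and the fold was 1.49 with the libraries pooled, against 5.72 for Mpo and 45.1 for S100a8. Within library 1 and library 2 it was 1.28 and 1.23, against 6.29 and 4.30 for Mpo, so the tables argue against it as the source of most Camk1d UMIs. Ribosomal RNA reads counted at a sequence copy inside the gene could give a like level in all classes. Camk1d UMIs per Gm42418 UMI differed 1.46-fold between the highest and lowest named class with the libraries pooled, against 8.49-fold for Mpo and 50.3-fold for S100a8. Per 1000 Gm42418 UMIs, they ran from 17.6 in NeuP-like to 27.1 in cDCP-like nuclei within library 1. Within library 2, they ran from 28.4 in NeuP-like to 43.2 in GMP-like nuclei. They were higher in library 2 in each named class, in GMP-like nuclei at 43.2 per 1000 Gm42418 UMIs against 21.0 in library 1, which goes against a source in fixed proportion to Gm42418. Also, no match to the available ribosomal sequence was found in the gene, at 90% or at 80% identity. The sequence searched held 5776 bp around 18S and 420 bp of 28S, so most of 28S was not covered and this explanation and other sources of a uniform signal cannot be told apart. No biological explanation beyond the lineage was tested.

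The share of UMIs at Gm42418 was 40.4% in library 1 and 50.2% in library 2. With both libraries weighted to 1 class makeup, 94.95% of the difference of 9.75 percentage points was kept, which argues against class makeup as its main source. A difference between library preparations and a difference between control and ligature stay open, since each library is a single preparation and in no group.

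The median number of genes per nucleus was 636 in library 1 and 410 in library 2, at median UMIs of 1641 and 1516.5. UMIs taken by the genes of the ribosomal locus were tested first. With these left out and nuclei thinned to 500 UMIs, the medians still differed by 21.0%, against a limit of 5%, and by 20.1% at 400 UMIs, which argues against them as the whole source. A second set was then tried, the 12 genes with the largest UMI shares, which include Gm20594, Cmss1, Lars2 and Camk1d. With these left out and nuclei thinned to 400 UMIs, the medians differed by 1.10%, and by 0.903% at 500 UMIs. UMIs taken by these 12 genes may thus account for the difference, with the limit that 820 nuclei of library 1 and 2742 of library 2 held too few UMIs and were left out at 400 UMIs, and 1345 and 4716 at 500 UMIs, which kept 2998 nuclei of library 2, and that the set was chosen after the first one failed.

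The neutrophil list was higher in library 2 in all nuclei, HSC-like and GMP-like nuclei. Free RNA from neutrophil lineage cells may contribute for S100a8 and S100a9. Their summed UMIs outside the ribosomal locus were higher in library 2 in EryP-like, MkP-like, pro-B-like and pro-NK/T-like nuclei, at 693, 683, 546 and 753 CPM against 229, 254, 179 and 305 CPM in library 1. Within library 2 these classes lay within 1.38-fold of each other, with overlapping intervals, against a limit of 2-fold that was set after pooled values had been seen. In library 1 the fold was 1.71. For Prtn3, Elane and Mpo the folds were 1.78 and 1.67 with intervals that did not all overlap, so a uniform background was not shown for them. With the top 8% of doublet scores removed, S100a8 and S100a9 in these 4 classes stayed at least 2.81-fold higher in library 2, with intervals that did not overlap, which argues against nuclei with high doublet scores as the source, although the scores had called almost no doublets. Free RNA was not measured and misassigned nuclei were not tested. In lineage classes, Prtn3, Elane and Mpo outside the locus summed to 7240 CPM in library 1 and 11942 CPM in library 2 in GMP-like nuclei and to 1726 and 3392 CPM in NeuP-like nuclei, and S100a8 and S100a9 to 20232 and 26240 CPM in NeuP-like nuclei, each without overlap of intervals. For S100a8 and S100a9, the 4 classes above held at most 753 CPM in library 2, less than the rise in NeuP-like nuclei. This argues against a background of that level as the whole source of their difference in NeuP-like nuclei. For Prtn3, Elane and Mpo, NeuP-like nuclei at 3392 CPM lay near pro-NK/T-like nuclei at 3281 CPM in library 2. In NeuP-like nuclei, expression in lineage cells and free RNA were thus not separated for these 3 genes. In GMP-like nuclei, they rose from 7240 CPM (6946 to 7544) to 11942 CPM (11653 to 12236). This rise exceeded the 3281 CPM (2806 to 3813) of pro-NK/T-like nuclei, the highest of the 4 classes in library 2. It argues against a background of that level as the whole source of their difference in GMP-like nuclei. A difference in expression stays open, and one between control and ligature is untested.

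In the unnamed cluster next to the HSC-like cluster, 10.4% of 393 thinned nuclei of library 1 were called G2/M (7.59 to 13.9%) and 21.0% of 453 of library 2 (17.3 to 25.01%). The shares were 6.38% and 16.98% without thinning. In NeuP-like nuclei, the G2/M share was 38.7% and 35.8%. Marker UMIs per nucleus were fewer in library 2 (median 21 against 34 in the unnamed cluster with the main thinning). With UMIs thinned outside the ribosomal locus, these medians were closer, at 18 against 22. The G2/M shares in the unnamed cluster were then 11.4% in library 1 (8.59 to 14.9%) and 23.6% in library 2 (19.9 to 27.5%). The difference thus remained where marker depth was closer. Free RNA was not removed, and no cycling was read from these calls.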
